A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

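Array CGH was performed by the authors on tail DNA of 8 mice of the 20mGyV family, each against the same reference male on 2 arrays with the dyes swapped. Per the file headers, the arrays were extracted with Feature Extraction 10.7.1.1, and probe positions are on build mm9 (NCBI build 37). The segment caller of the study was not used here.

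The deposited scanner files hold processed signals of both channels on a linear intensity scale. They also hold a LogRatio column, which per the file headers is log10 of red (Cy5) over green (Cy3). The deposited value table of the series holds log2 values for 964482 of 966371 non-control features. Each of its columns equalled the log2 ratio of reference over animal, without centring, within 6.9e-07, so its direction is opposite to the one used here. Its column medians lay between −0.03 and 0.02.

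Ratios were computed as log2 of the processed signal of the animal over that of the reference, with the dyes taken from the labels. Of 973116 features per array, 6745 control features were left out, as were features with an outlier flag (at most 0.028% of an array). Spots of the same probe were averaged (11711 probes had several), which left 950749 probes, with 950622 on the 19 autosomes, 68 on X, 23 on Y and 36 on unplaced sequence. Each array was centred on its autosomal median. Red over green ratios of arrays of one dye orientation correlated between mice as low as −0.32 over probes (the dam and V5, animals in Cy3). The dyes are stated in the labels, and the X and Y probes of the dam ran the labelled way on both of its arrays, so the direction was kept.

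A probe was positive by the thresholds of the study (0.8 on both arrays of a probe, or 0.5 for all values of 2 adjacent probes), with the same sign on both arrays. Runs joined positive probes of one sign with a gap of at most 1 probe. A run was de novo when neither parent had a positive probe of that sign in it or next to it, and private when none of the 7 other mice had. For transmission, runs of the same parent within 1 Mb were 1 locus, and the sire and the dam were scored apart. The interval scan summed the ratio difference over its noise and the square root of the probe number, for intervals of 3 to 600 probes, with a score threshold of 6 and a mean of at least 0.25 in size. Offspring were set against the mean of both parents, and each parent against the mean of the other parent and the offspring median. Interval lengths were taken on a grid, not at each length.

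The 2 arrays of a mouse were 1 replicate. The groups were sire (n = 1), dam (n = 1) and F1 offspring (n = 6). Runs of 4 or more probes were tested by an exact permutation test of 1 against 7 mice and ranked among windows of the same probe number in the same mouse. Private runs were compared by an exact permutation test of 6 against 2 mice, and transmission by an exact binomial test. The rule for named regions was fixed before the data were examined. It took every de novo run of 2 or more probes (those of V2, V3 and V5 are given here as counts), the 5 single-probe candidates with the largest ratios, up to 10 inherited runs, up to 10 runs shared by all mice, and up to 3 private runs of each parent.

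The calling of runs was tested on simulated data, with deletions of −0.9 on the log2 scale added to both arrays of each of the 6 offspring at 100 places per size among 950622 autosomal probes. A de novo run was called at 83.5% of deletions of 2 probes (lowest 67%, in V2), 98.3% of 4 probes and 100% of 8 probes. Deletions of 1 probe gave a positive probe in 39.5% of cases.

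Alternatives to the thresholds, the signal, the centring, the filters, the run rules and the scan were run, and the closing section gives their effect. Among them was normexp (limma 3.58.1 in R 4.3.3, offset 50), which was planned on mean signals and run on the median signals that the files hold. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The planned test of gene lists was not run, because the probe positions and the annotation used here are of different builds and positions were not converted. For the same reason no gene was named from a position. Arrays were scanned on 6 days. Both parents shared a day that no offspring had, V5 and V6 shared another, and the 2 arrays of V2 and those of V4 were scanned on different days.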

Results

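The primary screening of 1 family, 20mGyV, was analysed by array comparative genomic hybridization (array CGH), in which the DNA of an animal and the DNA of a reference animal are labelled with different dyes and compete for the same probes. The family held 8 C57BL/6J/Nrs mice, namely a sire (VM), a dam (VF) and 6 F1 offspring (V1 to V6). In the study, dams gave tail tissue when killed after weaning, whereas sires and F1 mice gave it at natural death. Tail DNA of each mouse was hybridized against DNA of the same reference male on 2 dye-swap arrays, which gave 16 arrays. The 2 arrays of a mouse share its DNA, so they counted as 1 sample, and the sire and the dam were each a group of n = 1. After spots of the same probe were averaged, 950622 autosomal probes with a median spacing of 2.05 kb, 68 X probes and 23 Y probes were measured on each array. Between 98.4% and 99.97% of the features of an array were well above background in the channel of the animal or of the reference. The number of arrays limits the precision of all values below. All log2 ratios are of the animal over the reference male, and all positions are on mouse build mm9. Genes are named only where the study names them, since the annotation at hand is of another build.

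The series title describes sires exposed to gamma-rays at 20 mGy/day for 400 days, whereas its design text calls the sire of this family non-irradiated. The labels thus conflict, but the study lists V1, V4 and V6 of this family in its irradiated group. Sires of that group received 20 mGy/day for 400 days. No family of another exposure was analysed here. The values therefore describe changes between parents and offspring in this family and carry no comparison by irradiation.

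The sex-linked probes showed whether the ratios ran in the labelled direction. Over the X probes the dam had a mean log2 ratio of 0.74 ± 0.19 (SD over 68 probes) and the sire −0.02 ± 0.11. Over the Y probes the dam had −1.09 ± 0.80 (SD over 23 probes) and the sire 0.01 ± 0.15. V4, V5 and V6 had X ratios of 0.89, 0.84 and 0.84, on the side of the dam. Their Y ratios were −1.82 in V5 and −1.64 in V6, and −2.88 and −1.13 on the 2 arrays of V4. V1, V2 and V3 had X ratios between −0.04 and 0.00 and Y ratios between −0.03 and 0.08, near the sire. The labels do not give the sex of the offspring. The Y ratio of the dam was −1.79 on the array with the dam in Cy5 and −0.38 on the array with the dam in Cy3, and its 2 X ratios were 0.82 and 0.66.

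**Figure D1:**
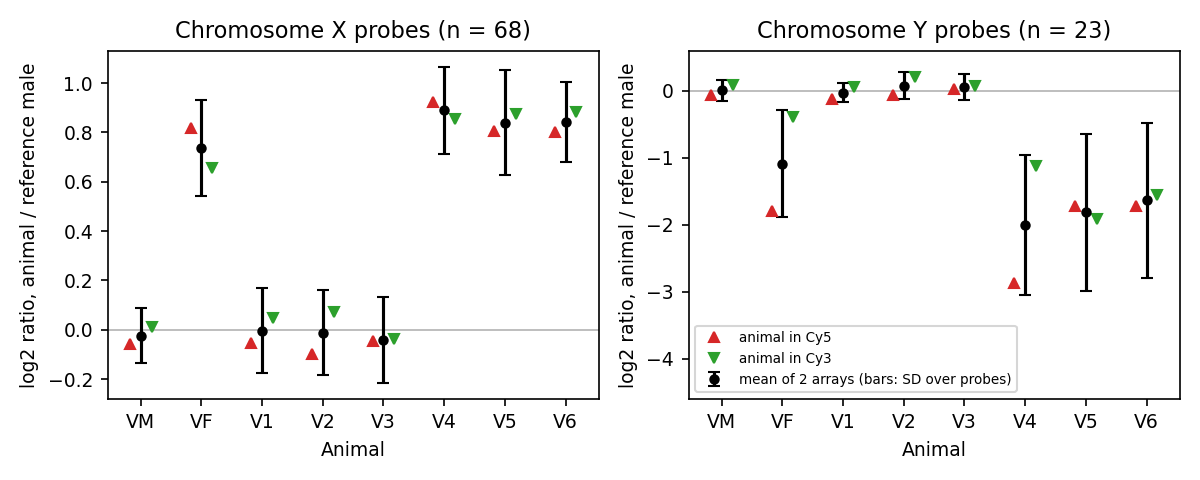
Mean log2 ratio (animal over reference male, y axis) of the X probes (left) and Y probes (right) in each of the 8 mice (x axis). Black points are means of the 2 arrays with bars of 1 SD over probes, and triangles are the values of each dye orientation. By the means of 2 arrays, the dam (VF) and V4 to V6 lie above 0.7 on X and below −1 on Y, whereas the sire (VM) and V1 to V3 lie near 0.

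Positive probes were counted by the thresholds of the first screening in the study. A probe was positive when both dye-swap log2 ratios passed 0.8 in size with the same sign, or when all 4 values of 2 adjacent probes passed 0.5. The number of positive autosomal probes was 96 in the sire and 106 in the dam, and 298, 232, 2574, 88, 375 and 131 in V1 to V6, with a median of 181.5 over the 8 mice. Losses made up 78.1% of the positive probes in the sire and 21.7% in the dam, and between 68.5% and 99.3% in the offspring. V3 stood apart with 2555 losses and 19 gains. Losses were 90.8% of all positive probes and 74.5% without V3, an exclusion chosen after the values were seen. The lost probes of V3 had a mean log2 ratio under −0.05 in 6 of the 7 other mice, and 67.2% of them were among the 20% of probes with the dimmest reference channel. Probes that passed the same thresholds with opposite signs on the 2 arrays, which a dye effect can give and a copy number change cannot, numbered between 91 (V3) and 1829 (V2). In 6 of the 8 mice (all but V3 and V5) these outnumbered the positive probes.

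**Figure D2:**
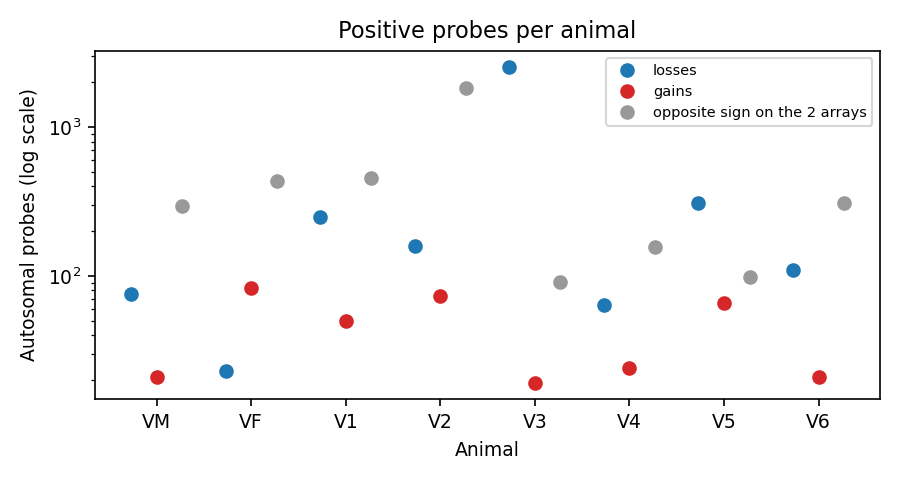
Number of autosomal probes (y axis, log scale) in each mouse (x axis) that passed the thresholds as losses, as gains, or with opposite signs on the 2 dye-swap arrays. V3 had 2555 losses, and V2 had 1829 probes of opposite sign.

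The family analysis asked which positive probes of an offspring were absent from both parents. De novo deletions of 4 or more positive probes were found in V1, V4 and V6, and no gain of that size was found. V1 carried a loss on chromosome 11 from 111624004 to 111643336 (19333 bp between the outer ends of the probes), in which 8 of 9 probes were positive and the mean log2 ratio was −0.92 ± 0.19 (SD over probes). V4 carried a loss on chromosome 10 from 107270717 to 107277891 (7175 bp) over 4 probes with a mean of −0.94 ± 0.07. For this mouse and chromosome the study names Otogl. V6 carried a loss on chromosome 2 from 45462443 to 45536861 (74419 bp), in which 30 of 34 probes were positive with a mean of −0.86 ± 0.22. In the 7 mice that did not carry a run, means over it stayed between −0.06 and 0.09 for the V1 and V4 runs and between −0.02 and 0.03 for the V6 run. Both dye orientations showed each loss, with values of −0.89 and −0.94 in V1, −1.05 and −0.82 in V4, and −0.89 and −0.82 in V6. With normexp background correction the losses of V1 and V4 passed in fewer than 4 probes. In V4 the next probe on the far side of the run read −0.45 and was not positive.

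The carrier had the lowest value of the 8 mice at each of these 3 runs. An exact permutation test of 1 against 7 mice (two-sided) gave p = 0.25, the smallest value that this design can give. After the median of the other mice was subtracted, none of 105615 autosomal windows of 9 probes in V1 was as low as its run. None of 27948 windows of 34 probes in V6 was as low, and 1 of 237648 windows of 4 probes in V4 was. Windows of one mouse describe the noise of its arrays and are not replicates. Each run was also called because its probes were low in the carrier and not in the parents. That choice largely fixed the lowest value and the extreme rank, which therefore give no independent evidence for the losses.

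**Figure D3:**
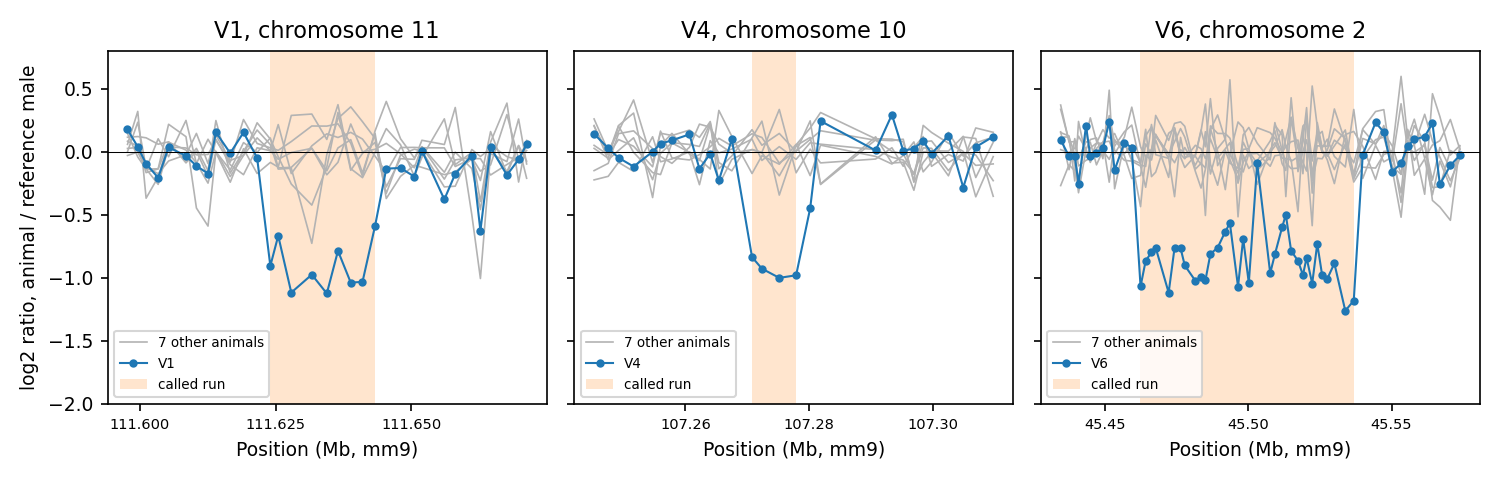
Log2 ratio of each probe (y axis, mean of 2 arrays) against its position in Mb (x axis) around the de novo losses of V1, V4 and V6. Blue is the carrier, grey lines are the 7 other mice, and the shaded band is the run. The means over the runs are −0.92, −0.94 and −0.86. Means of the other mice over the runs stay near 0, while their single probes scatter more widely.

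Smaller de novo calls were far more frequent, and most were in V3. De novo runs of 2 or more positive probes numbered 309, of which V3 held 279 and V5 20. V2 held 4 and V1, V4 and V6 each held 2. Without V3 the total was 30, and without V3 and V5 it was 10. These exclusions, and the limit on other mice below, were chosen after the values were seen. Only 3 of the 309 were gains, and each lay in a longer interval described below, that of V3 in the chromosome 4 gain of both parents, that of V2 in the chromosome 14 interval where its arrays differ, and that of V4 on chromosome 8. Of the 279 runs of V3, 242 had a mean of the same sign past 0.25 in at least 1 other mouse, and so had 18 of the 20 runs in V5 and all 4 in V2. When no other mouse could pass 0.25, 43 runs remained, with 37 in V3, 2 in V5, 2 in V4 and 1 each in V1 and V6. The 3 losses of 4 or more probes were among them. The short run of V4 was the gain of 2 probes on chromosome 8, from 102200691 to 102203013 with a mean of 0.69. Runs of 2 probes in V1 (chromosome 5, 111355745 to 111357137, mean −0.68) and V6 (chromosome 6, 134203181 to 134204650, mean −0.52) had other mice past 0.25. The second array screening and quantitative PCR of the study were not used here, so these runs are candidates.

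Single-probe candidates numbered 2867, of which 889 were outside V3. The 5 with the largest ratios were all losses and fell on 3 probes. Probe A_67_P00760264 on chromosome 3 (132549431 to 132549490) read −3.04 in V5, −2.98 in V4 and −2.67 in V6. The dam read −1.99 there on average without passing on both arrays, and the sire read −0.21. Probe A_67_P01905669 on chromosome 9 (35857910 to 35857969) read −2.46 in V5, with −2.45 in V4, −2.38 in V6 and −1.41 in the dam. Both probes are among 17 described below that part the mice as the X and Y ratios do. Probe A_67_P06060750 on chromosome 6 (126432687 to 126432746) read −2.49 in V2, from −1.19 and −3.79 on its 2 arrays. De novo candidate probes of any kind had a median of 255 per offspring. The median was 27 when both arrays of both parents had to lie within 0.4 of 0 at the probe.

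A gain on chromosome 4, outside the rule for named regions and singled out after its values were seen, ran from 101110482 to 101270535 (160 kb, 74 probes). The sire had a mean log2 ratio of 0.52 ± 0.15 (SD over probes) and the dam 0.58 ± 0.17. V1, V3 and V4 were at the level of the parents with 0.53, 0.49 and 0.51. V5 was higher at 0.89 ± 0.23, and V6 was at the level of the reference with −0.01 ± 0.14. None of 12837 other windows of 74 probes was as high in any mouse except V6. Mean values over 80 flanking probes were between −0.06 and 0.03 in all 8 mice. V2 had a mean of 0.28, which came from 0.52 on the array with V2 in Cy5 and 0.04 on the array with V2 in Cy3. In the 7 other mice the 2 arrays of a mouse differed by no more than 0.07 over this region on chromosome 4.

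**Figure D4:**
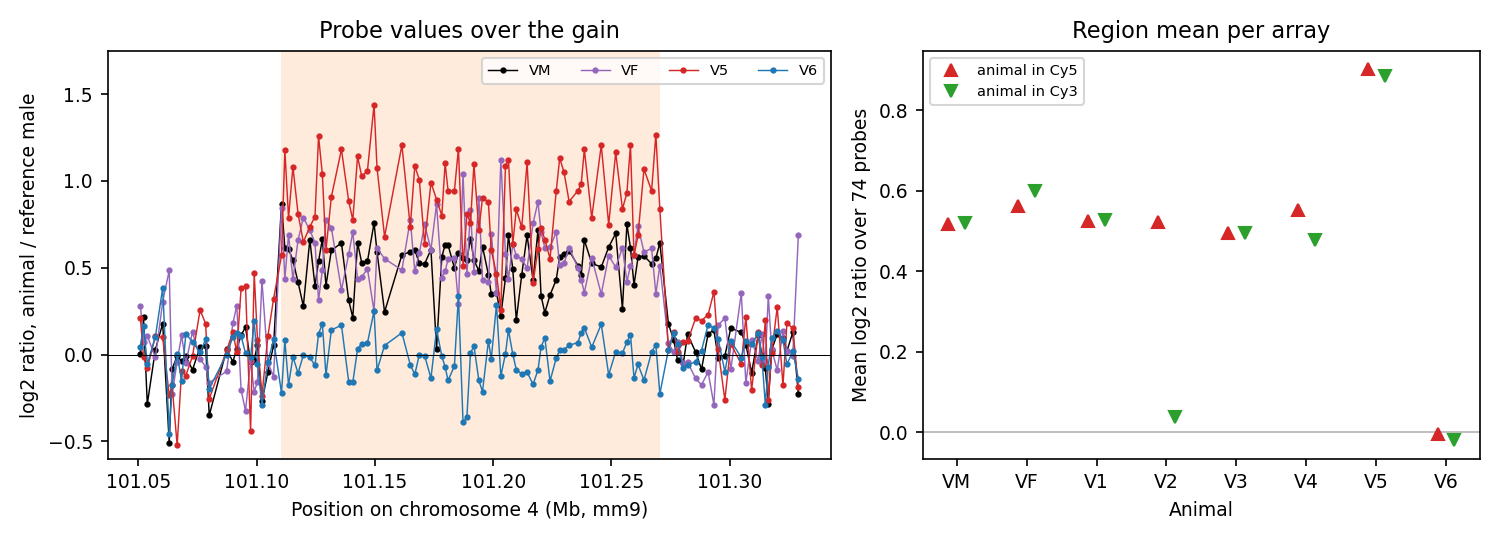
Left, log2 ratio per probe (y axis, mean of 2 arrays) against position on chromosome 4 in Mb (x axis) in the sire, the dam, V5 and V6, with the gained region shaded. Right, mean log2 ratio over the 74 probes of the region on each array (y axis) by mouse (x axis) and dye. V5 lies at 0.90 and 0.88, V6 near 0, and the 2 arrays of V2 lie apart at 0.52 and 0.04.

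Transmission was scored for runs that were positive in exactly 1 parent. There were 5 such loci, and 11 of 30 pairs of locus and offspring carried the call (36.7%, exact 95% confidence interval 19.9% to 56.1%, exact binomial test against 0.5, two-sided, p = 0.200). Of these loci, 2 were parts of the chromosome 4 gain that passed in 1 parent only, each carried by V1, V3, V4 and V5. That gain is in both parents, so these pairs repeat 1 region and the value of 0.5 for 1 carrier parent does not hold for it. The pairs are not independent, and the test does not measure transmission in this family. The share was 61.1% when probes not well above background were left out. A loss of 2 probes on chromosome 3 (25420976 to 25432738) was at −1.47 in the dam, −1.84 in V4, −1.77 in V5 and −1.82 in V6, and between 0.01 and 0.13 in the sire, V1, V2 and V3, which is also how the X and Y ratios part the mice. A gain of 2 probes in the dam on chromosome 6 (137706456 to 137709092, mean 0.65) and one in the sire on chromosome 7 (54419298 to 54421733, mean 0.58) were carried by no offspring. No run was positive in all 8 mice.

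Runs found in 1 mouse only measured how often the arrays gave a private call. The parents had 1 each and the offspring had 2, 3, 273, 2, 18 and 2 (V1 to V6). The offspring exceeded the parents by 49 on average, with an exact permutation p of 0.0714 (two-sided, n = 6 and n = 2), the smallest that 28 splits allow. Under the alternatives planned for the calls the difference ranged from 9 to 425.8, with p from 0.0714 to 0.857. V3 decided the size of this difference, which was 4.4 without V3 (exact permutation p = 0.095, the smallest that the remaining mice allow). Each of the other offspring still had more private runs than either parent. The parents were scanned on 1 day and no offspring was scanned on that day, so scan day and generation cannot be told apart. The dam also differs from all other mice in when its tail was taken, and an effect of this was not tested.

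Interval scanning, which sums ratios over neighbouring probes, looked for changes too weak for single probes to pass. It gave 492 intervals at a score of 6, most of them of few probes. The losses of V1, V4 and V6 and the chromosome 4 levels of V2, V5 and V6 were among them. The scan used the mean of the 2 arrays and did not require both to show a change, so some intervals rested on 1 array. Examples are 3 probes on chromosome 1 in the sire (−0.04 in Cy5 and 2.33 in Cy3) and 3 on chromosome 6 in V6 (−0.03 and −2.73). The intervals on chromosomes 14 and 8 were singled out after their values were seen. On chromosome 14, over the bounds called in V2, from 53390264 to 54386805 (997 kb, 109 probes), ratios were lower in the sire (−0.21), V3 (−0.27), V5 (−0.30) and V6 (−0.27) than in the dam (−0.01), V1 (−0.04) and V4 (−0.03). None of 8710 windows was as low in the sire, V3, V5 or V6. V2 read 0.14 there, from −0.03 in Cy5 and 0.32 in Cy3. The genes of this interval were not determined, and whether its ratios follow germline copy number or the mix of cells in the tail tissue was not tested. On chromosome 8, over the bounds called in V4, from 102175029 to 102253497 (26 probes), V4, V5 and V6 had ratios of 0.32, 0.31 and 0.30, the dam had 0.14, and the sire, V1, V2 and V3 were between −0.04 and 0.05.

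No whole-chromosome gain or loss was seen in the 19 autosomes. Mean log2 ratios per autosome lay between −0.03 and 0.01 in the 8 mice. The lowest, −0.03 on chromosome 11 in V3, is far from the −1 of a lost copy or the 0.58 of an added copy.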

Values the study reported

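The study listed 1 de novo deletion for each of 3 offspring of this family after the second array screening and quantitative PCR. For V1 it listed a deletion on chromosome 11 with 8 positive probes in the first array CGH and an estimated size of 22,299 bp. For V4 it listed a deletion on chromosome 10 with 4 positive probes and an estimated size of 9424 bp, with Otogl as the gene involved. For V6 it listed a deletion on chromosome 2 with 29 positive probes and an estimated size of 75,893 bp. The study listed these 3 offspring in its irradiated group, V1 as male and V4 and V6 as female. No de novo copy number change was listed for V2, V3 or V5, and none of them is among its mice with multiple changes.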

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

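The tests of compression and of different DNA in V2, of low values in other mice and of dim probes as the whole cause for V3, and all tests of the probes low in the dam, V4, V5 and V6 were chosen only after the result was seen. An offspring was singled out when its distance to the nearest of the other 5 was large against the range of the 6 (Dixon, 95% critical value). Chance singles out about 1 in 20 groups, and 12 values were singled out among 39 measures, several of which overlap. That rate does not hold for the chromosome 2 interval, whose bounds were called in V6.

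V3 was far from the other 5 offspring in positive probes (2574 against 88 to 375), losses (2555 against 64 to 309), de novo probes (2554), de novo runs of 2 or more probes (279) and private runs (273), and by small amounts in the mean log2 ratio of chromosomes 5 (−0.0279), 8 (−0.0282), 9 (−0.0318), 17 (−0.0321) and 19 (−0.0305). A broad wave along the chromosomes is argued against, since 91.6% of the losses stayed after a running median was taken off. Of the lost probes, 67.2% were among the 20% with the dimmest reference channel, and at the lost probes mean log2 ratios were under −0.05 in 6 of the 7 other mice. With the dimmest 20% left out in every mouse V3 still had 723 losses, against 3 to 68 in the other offspring, with 63 de novo runs and 60 private runs. This argues against the dimmest 20% alone as the whole cause. It cannot exclude dimness as such, since the next dimmest probes stayed in. Only 0.70% of the lost probes were among the 20% with the brightest reference channel. Leaving out only probes near background, 0.167% of those of V3, gave 276 de novo runs in V3, against 279 without that step. Dim probes may add to the losses in V3, as they do in V1 (248 losses, and 10 with the dimmest 20% left out). The study listed no de novo copy number change for V3 after its second array screening and quantitative PCR. The runs of V3 are thus not among the changes that the study kept. What sets V3 apart on these arrays stays open. Its scan day was shared only with 1 array of V4, and no biological explanation was tested here.

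V2 had 1829 probes of opposite sign on its 2 arrays, against 91 to 453 in the other offspring, and its 2 arrays differed by 0.49 over the chromosome 4 gain. Hybridisation noise is argued against, since 0 of 12837 windows of as many probes differed by as much between these arrays (largest 0.34), and so is compression on the Cy3 array, which kept 7.05% of the Cy5 value on chromosome 4 but read 0.39 against −0.04 in Cy5 over 64 probes on chromosome 14, bounded by the call in V5. The test first planned for compression found 0 usable probes. Over these 64 probes, which overlap an interval already seen in V2, the arrays of V2 differed by 0.42, against at most 0.15 in the 7 other mice, and after the mean of the other mice in the same dye was taken off, its 2 arrays correlated at −0.27, below the −0.08 to 0.42 of the other mice (before that step −0.39, against −0.27 to 0.33). A candidate explanation is that the 2 arrays labelled V2 held different DNA, and which of them would be off is unknown. The evidence is limited, because 5 of the 8 mice had an array that correlated better with that of another mouse, the mix of cells was not tested for chromosome 14, and over 28 probes on chromosome 10 the arrays of the dam differed by −0.39 (Cy5 minus Cy3), near the −0.43 of V2. In red over green ratios the Cy3 array of V2 correlated at 0.45 with that of the dam, against −0.16 to 0.06 with those of the other mice. However, it read 0.07 on X and 0.04 over the chromosome 4 gain, where the Cy3 array of the dam read 0.66 and 0.60. The Cy3 array of V6 read −0.02 over that gain but 0.88 on X. These values argue against DNA of the dam or of V6 on the Cy3 array of V2. The Cy5 array of V2 read −0.10 on X, and its Y ratios were −0.06 in Cy5 and 0.21 in Cy3. The Cy3 array of V2 was the only array of its scan day. So was the Cy5 array of V4, whose 2 arrays differed by 0.07 over the chromosome 4 gain. Both arrays of V2 had the lowest red signal over background of all arrays (3.04 in Cy3 and 3.19 in Cy5). An array effect on these values was therefore not excluded.

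Probes placed on autosomes read low in the dam, V4, V5 and V6, the mice with high X and low Y ratios. Of all 35 splits of the 8 mice into 4 and 4, the one that parts these from the sire, V1, V2 and V3 held the most probes with a gap of over 0.8, namely 17, all lower on the side of the dam, and the highest of the other splits held 0. A deletion on 1 chromosome passed on by the dam is argued against at the chromosome 3 run, where the mean of V4, V5 and V6 lay −0.91 from that of the 3 de novo deletions. On chromosome 8, V4 and the parents were left out, since their ratios chose the interval. V5 and V6 were higher there than V1, V2 and V3 by at least 0.25, a gap that 0 of 36552 windows reached. However, V6 had an overlapping call of its own (18 probes), and the interval was singled out after its values were seen. The gap is therefore no independent test. The interval is also 1 of 8, and a gain passed on by the dam was not tested. The values are consistent with probes that also bind Y sequence, or X sequence on chromosome 8, and 18 de novo calls in V4, V5 and V6 fell on the 17 probes, of which 10 were positive in the dam.

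V6 was singled out by its loss on chromosome 2, at −0.86 against −0.02 to 0.03 in the other offspring. The bounds of this interval were called in V6 for its low values, so the flag follows from that choice.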

How the results depend on the processing

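The alternatives that leave out V2, V3, V5 or the chromosome 4 runs, the one with no other mouse past 0.25, and all those of the chromosome 4 gain were chosen after seeing the data. Of 305 alternative values, 246 kept their side of the test, stayed within the spread or, for counts, stayed within a set fold of the main value. This number overstates stability, since some values could hardly change. The LogRatio column and the value table hold nearly the same ratios as the main setting. The permutation p of private runs could not fall under 0.0714, so it could not pass the threshold of the test. The 3 de novo losses of V1, V4 and V6 overlapped a de novo run of 2 or more probes under each of 19 call settings, and one of 4 or more under 18. With normexp only that of V6 kept 4 or more, and those of V1 and V4 did not. In addition, no run was shared by all 8 mice under each of 12 alternatives. For the values below, the cause was not tested, except where a threshold, a limit or an exclusion by itself passes fewer or more probes.

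The median of positive probes per mouse (181.5) became 324.5 and 82 at single-probe thresholds of 0.7 and 1.0, 1075.5 with the mean of the dye-swap arrays, 35 with normexp, 104 without probes near background, and 4446 and 12377 with the Cy5 or Cy3 array alone. De novo probes per offspring (255) became 483.5, 86, 1305, 56.5 and 145.5 under the first 5 of these, and 27 with parents within 0.4 of 0. Losses made up 90.8% of positive probes, 76.9% with normexp and 53.9% with the Cy3 array alone, all pooled over 8 mice. Without V3 the 90.8% was 74.5%.

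De novo runs of 2 or more probes (309) numbered 1159 and 101 at adjacent-probe thresholds of 0.4 and 0.6, 1554 with the mean of the arrays, 58 with normexp, 144 with parents within 0.25 of 0, 3 at 4 or more probes, 30 without V3, 10 without V3 and V5, and 43 when no other mouse passed 0.25. Those of 4 or more probes (3) numbered 5 and 8 at 0.4 and 0.6, 6 with the mean of the arrays, 5 with the running median or a gap of 0, and 2 with normexp.

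Transmission (36.7%) was 6.94% at 0.4 (exact binomial p = 9.9e-43), 3.80% with the mean of the arrays (7.2e-129), 23.3% with the running median (0.0052) and 16.7% without the chromosome 4 runs (0.0075), each past the threshold of the test. Pairs of locus and offspring are not independent, so none of these p-values measures transmission. Without the chromosome 4 runs, the carriers left are V4, V5 and V6 at the chromosome 3 probes that read low in the dam, and 2 calls are seen in 1 parent alone, so that p says nothing about transmission. The share was reversed without probes near background, at 61.1% (0.48). The excess of private runs in offspring (49, exact permutation p = 0.0714) kept its sign in each alternative, but p was 0.5 and 0.286 at adjacent-probe thresholds of 0.4 and 0.6, 0.214 at a single-probe threshold of 0.7 and with normexp, 0.857 with the mean of the arrays and 0.429 with single probes included. Scan intervals (492) numbered 2111 and 56 at scores of 5 and 8, and 325 without V2.

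With normexp the losses of V1, V4 and V6 read −0.60, −0.81 and −0.69, the X ratio of the dam 0.51, and the most extreme autosome 0.0285, which was 0.0155 with medians. The loss of V1 was −0.98 as a median over probes. In Cy5 and Cy3 the loss of V4 was −1.05 and −0.82 and that of V6 −0.89 and −0.82, and the latter was −0.83 with the running median and −0.91 over positive probes. The chromosome 4 mean of V2 was 0.52 in Cy5 and 0.037 in Cy3. For that gain the spread was the SD between the 2 arrays of a mouse, pooled over the 8 mice, also a choice made after the values were seen. The gene lists with their alternative were not run. At least 98.4% of the features of each array were well above background.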

Other observations

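The test of the chromosome 4 levels was chosen only after the result was seen. Leaving out V2, whose arrays differ there, V6 was at the reference (−0.01), the sire, the dam, V1, V3 and V4 lay between 0.49 and 0.58, and V5 was at 0.89. A candidate explanation is 1 extra copy on 1 chromosome of each parent, of which V6 received none and V5 both. The excess of V5 over the reference, as a linear ratio minus 1, was 0.857 against a mean of 0.464 in the parents, 1.85 times as large, where this explanation gives about 2. The copy number of the reference is not known here, and 5 offspring are too few to test the shares of the levels.

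The chromosome 14 interval of 109 probes was low on both arrays of the sire (−0.23 in Cy5 and −0.20 in Cy3), V3 (−0.27 and −0.27), V5 (−0.30 and −0.29) and V6 (−0.24 and −0.30). It was near 0 on both arrays of the dam (−0.02 and 0.00) and V1 (−0.04 and −0.04). V4 read 0.03 in Cy5 and −0.09 in Cy3. The bounds are those called in V2, and the genes of the interval were not determined.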
